A study of Danio rerio with 10 samples.

How the data were processed

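Pigment cells carrying a membrane-bound green fluorescent protein driven by the aox5 promoter were collected from zebrafish anal fins, per the labels' protocols. Tissue came from yellow and from white fin regions of fish of about 14 mm standard length, and each sample pooled 20 fish. Fluorescent cells were sorted by flow cytometry after dissociation, RNA was isolated with a micro-scale column kit, and libraries were made with the SMART-Seq mRNA LP kit, a full-length cDNA method for low RNA input. The labels name the sorted cells of the yellow regions xanthophores and those of the white regions xantho-leucophores. Samples were grouped by that label, with 5 samples in each group.

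Each of the 10 deposited tables lists 57775 transcripts by versioned Ensembl identifier, with 1 table per library. Per the file headers, a table holds the transcript length, an effective length, estimated counts and transcript-per-million values (TPM). These column names are those of kallisto's abundance table. The tool, its version, the annotation release, the genome build and any trimming of reads are not stated. The estimated counts deposited by the authors are not normalized and need not be whole, because reads that match several transcripts are shared out between them. The TPM values deposited by the authors are scaled by effective length to the same sum in each library. Lengths and effective lengths deposited by the authors are in bases.

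The files do not pair transcripts with genes, and the gene tables used here hold no transcript identifiers, so 0 identifiers were matched to a gene symbol. The design fixed before the data were examined used sums per gene. All tests were instead made on single transcripts, which is a change of level and not of method. Tests of gene lists for pigment pathways, of lists for other cell types and cell state, of the level of aox5, and of GC content all needed that pairing and were not run. Differences between transcripts of the same gene and differences of the whole gene are therefore not separated here.

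Estimated counts were rounded to whole numbers. Tests were run in R 4.3.3 with edgeR 4.0.16. Transcripts with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and a quasi-likelihood model with robust dispersions was fitted with the group as its term. Adjusted p-values are Benjamini-Hochberg values over all tested transcripts, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Count-per-million values (CPM) were computed against each library's total. The named transcripts were those with the most extreme log2 fold changes, 2 in each direction, among calls with a mean of at least 10 CPM in the higher group and group ranges that did not overlap. The rule fixed beforehand also asked for a gene symbol and a longer list, which could not be applied to identifiers alone.

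Separation of the libraries was measured as a pseudo-F on Euclidean distances of log2 CPM (prior count 2) over the 500 most variable transcripts. Detection was counted at 1 CPM. Group means of library measures were compared by exact permutation over the 252 labelled splits of the 10 libraries, and the smallest two-sided p that this design can give is 0.00794. The 8 library measures tested form 1 family for Benjamini-Hochberg adjustment, and 6 of them were added after the data were seen. The length of the sequenced fragments was not listed and was taken as the median difference between length and effective length over transcripts longer than 5000 bases.

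The total of estimated counts ran from 7735704 to 62617916 per library. Where a group had no counts, a floor of 3 counts was used. Intervals are exact 95% Clopper-Pearson intervals on pooled counts. Reads carry no molecular identifiers in these tables, so intervals and floors cover counting error only and not the variation between libraries.

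The test was checked on simulated counts with the means and library sizes of the real data, on 26689 transcripts for the comparison of xantho-leucophores with xanthophores. Of 178 changed transcripts that were run, 53 were recovered in the right direction, and 0 unchanged transcripts were called. Recovery was 2.17% for a log2 change of 1 and 55.8% for a log2 change of 4. The simulation changed far fewer transcripts than were called in the real data, so these rates are not those of the real comparison.

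Alternatives fixed before the data were examined were median-of-ratios and upper-quartile scaling, no low-count filter, a mean of at least 5 CPM, DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, limma on log2(TPM + 1) and on log2(TPM + 0.1), an offset for effective length, the replicate number as a block, and leaving out each library in turn. Alternatives added after seeing the data were a correction for transcript length, fragment length as a covariate, transcripts with whole-number counts, thinning to the smallest library, removal of the most abundant transcript, and voom weights per group.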

Results

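Transcript abundance was measured by RNA sequencing in fluorescent pigment cells sorted from the anal fins of zebrafish. Xanthophores are yellow pigment cells. Xantho-leucophores, the sorted cells of the white fin regions, are the other group. The title of the study concerns the cell types behind white ornaments of fins, and the comparison asks how the cells of white regions differ in transcript abundance from those of yellow regions. There were 5 libraries of each cell type.

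The xanthophore libraries held 57275896, 60904055, 53868428, 62617916 and 42104732 estimated counts in replicates 1 to 5. The xantho-leucophore libraries held 55961990, 7735704, 58599223, 49044916 and 59106662, so replicate 2 of that group was the shallowest of the 10. The group means differed by less than the spread between libraries (exact two-sided permutation p = 0.524, adjusted p = 0.599, n = 5 each). A single transcript was the most abundant over the libraries. It took from 3.54% to 19.4% of the counts in xanthophores and from 8.92% to 15.4% in xantho-leucophores, and its mean share did not differ between the groups (exact two-sided permutation p = 0.651, adjusted p = 0.651, n = 5 each).

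The fragment length of the libraries differed between the groups. It was 197 ± 7.51 bases in xanthophores and 218 ± 9.77 bases in xantho-leucophores (SD, n = 5 each), a difference of 21.4 bases. The ranges lay apart, from 184.92 to 204.31 bases and from 210.92 to 235.05 bases. The exact two-sided permutation p was 0.00794, the smallest that 5 against 5 libraries can give, and the adjusted p was 0.0317. The labels give no library batch. Because fragment length divides the 10 libraries as the cell type does, no value within a fragment length class holds both groups, and a difference in library preparation cannot be told apart from cell type by comparing libraries within such a class. A model with fragment length as a covariate was fitted in addition.

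**Figure D1:**
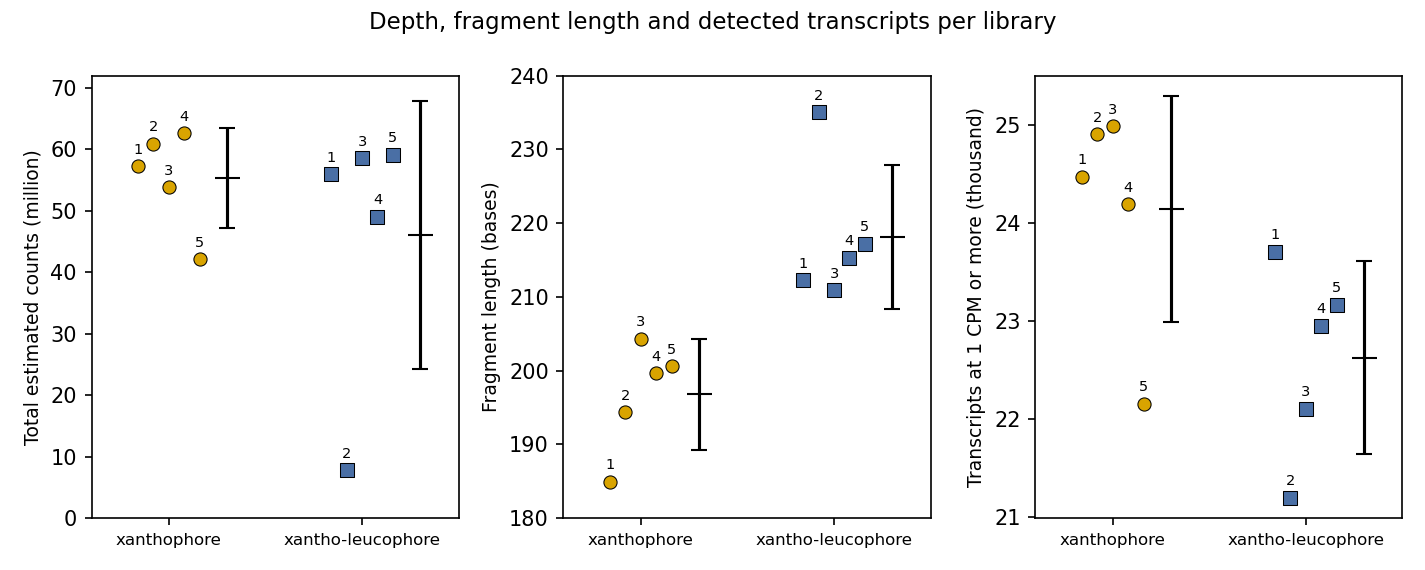
Total estimated counts (left), fragment length in bases (middle) and number of transcripts at 1 CPM or more (right) for each library, on the scale given on each axis, with replicate numbers beside the points; bars give the mean ± SD of the 5 libraries. The axes of the middle and right panels do not start at 0. Fragment lengths of the groups do not overlap, and xantho-leucophore replicate 2 has 7735704 counts.

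The number of transcripts detected at 1 CPM or more was 24143 ± 1155 in xanthophores and 22626 ± 985 in xantho-leucophores (SD, n = 5 each). The difference of -1517 transcripts did not pass the threshold (exact two-sided permutation p = 0.0635, adjusted p = 0.114). Other settings fell on both sides of the unadjusted threshold. It was -3885 transcripts at 10 or more counts (exact permutation p = 0.0635), -1364 at 10 or more counts after thinning to the smallest library (exact permutation p = 0.0556) and -1160 without xantho-leucophore replicate 2 (exact permutation p = 0.127). At 0.1 CPM the difference was -3547 transcripts (exact permutation p = 0.0476), without xanthophore replicate 5 it was -2013 (exact permutation p = 0.0159), and without xantho-leucophore replicate 1 it was -1788 (exact permutation p = 0.0397).

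The libraries separated by cell type over the most variable transcripts, and less clearly in correlations over all tested transcripts. The pseudo-F for separation over the 500 most variable transcripts was 2.49, larger than in any other split of the 10 libraries (exact one-sided permutation p = 0.00794, the smallest possible, n = 5 each; adjusted p = 0.0317). It was 1.97 over the 2000 most variable transcripts and 1.76 over all tested transcripts. Each again had the smallest possible p (exact one-sided permutation p = 0.00794). Taking log2(TPM + 1) moved the value of 2.49 most, to 4.93. Across transcripts, which are not independent replicates, the median correlation of log2 CPM between libraries was 0.794 among xanthophores, 0.696 among xantho-leucophores and 0.705 between the groups. Xantho-leucophore libraries thus correlated with one another about as much as with xanthophore libraries over all tested transcripts, and replicate 1 had a mean correlation of 0.713 with its own group and 0.723 with the other.

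**Figure D2:**
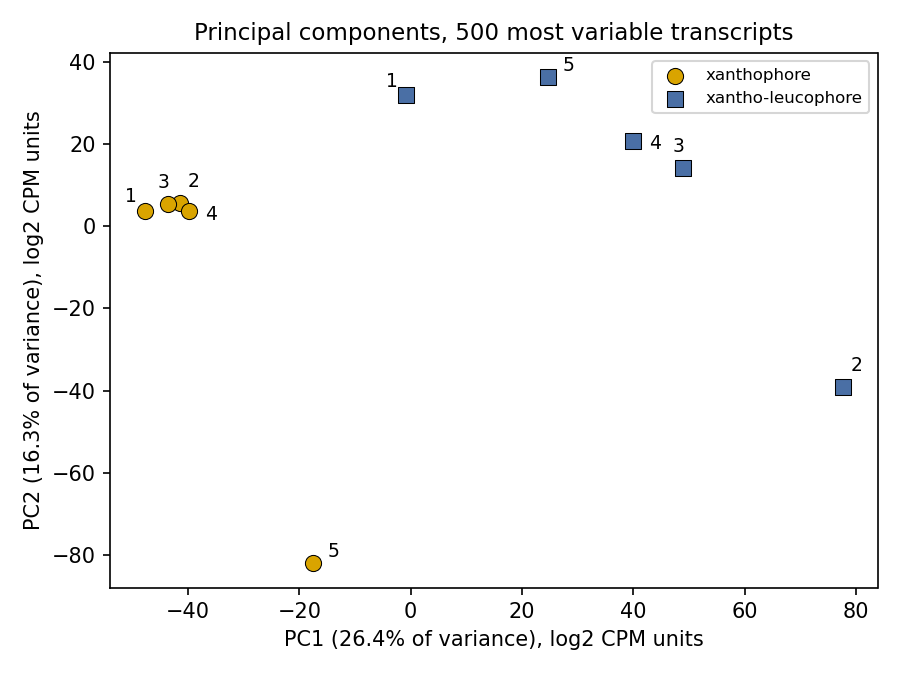
Positions of the 10 libraries on the principal components with the largest variance, from log2 CPM of the 500 most variable transcripts, with replicate numbers beside the points. The horizontal axis carries 26.4% and the vertical axis 16.3% of the variance. Xanthophore replicates 1 to 4 lie together, and xanthophore replicate 5 and xantho-leucophore replicate 2 lie away from the rest of their groups.

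Of 57775 listed transcripts, 48998 had at least 1 count in a library and 28667 passed the low-count filter. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1443 of the tested transcripts (5.03%) had an adjusted p under 0.05. Of these, 708 were higher and 735 were lower in xantho-leucophores. An absolute change of at least 2-fold was fitted for 969 of them, 453 higher and 516 lower. The median absolute log2 fold change of the 1443 calls was 1.27, and it stayed at 1.27 with the 44 calls that had no counts in a whole group placed at their bound. An unadjusted p under 0.05 was reached by 3856 transcripts. Among settings that tested the same 28667 transcripts, the number of calls was highest with DESeq2, at 2693, and lowest with the fragment length of each library as a covariate, at 503, with 310 higher and 193 lower. Fragment length shares 65.3% of its variance with cell type in these libraries, which limits what such a model can separate.

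The calls were concentrated among abundant transcripts. With the tested transcripts divided into 5 classes of mean abundance, 1145 of 5734 were called in the most abundant class, from 27.4 CPM upward, with 573 higher and 572 lower. In the least abundant class, up to 1.499 CPM, 35 of 5734 were called, with 5 higher and 30 lower. The next class, up to 4.05 CPM, had 11 higher and 29 lower. The classes between that and the most abundant had 28 higher and 21 lower, and 91 higher and 83 lower. The average SD of log2 CPM among xanthophore libraries fell from 1.67 in the least abundant class to 0.353 in the most abundant class. Among xantho-leucophore libraries it fell from 2.12 to 0.474. Spread between libraries was thus larger among scarce transcripts, where a difference is harder to detect. Whether this accounts for their few calls was not tested in the real data. In the simulated counts, 47.6% of changes of log2 3 or 4 were recovered, and 66.7% of those at or above the median abundance. Of the 110 tested transcripts with a mean of at least 1000 CPM in a group, 79 were called, 37 higher and 42 lower.

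Group ranges of CPM did not overlap for 2474 tested transcripts (8.63%), where chance gives 0.794%. Of these, 959 were higher and 1515 were lower in xantho-leucophores. Among the 1443 calls, 1337 had ranges that did not overlap.

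**Figure D3:**
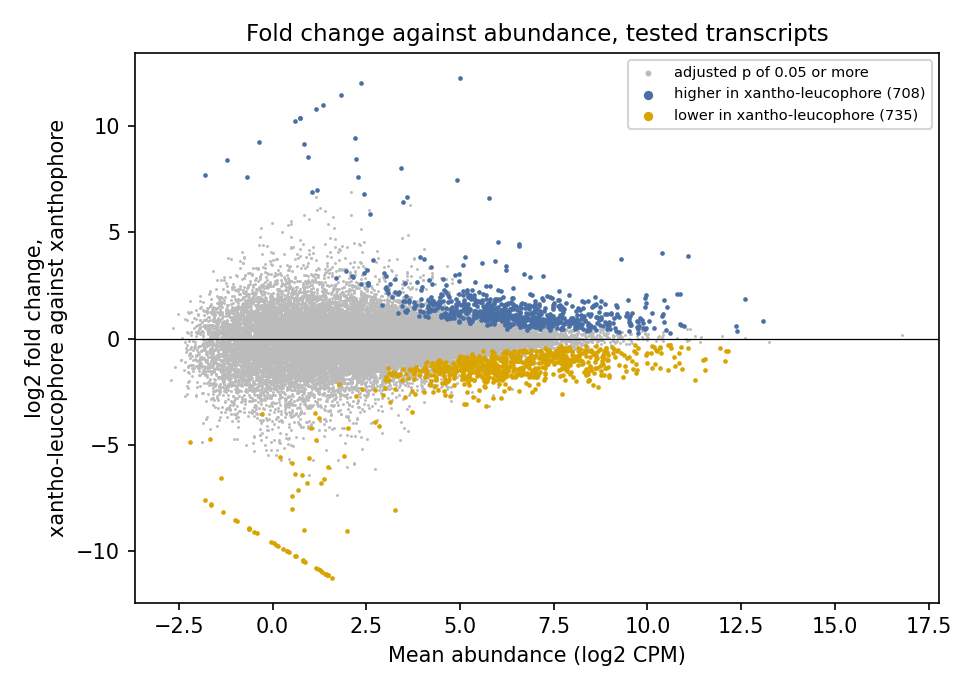
Fitted log2 fold change of xantho-leucophores against xanthophores (vertical axis) against mean abundance in log2 CPM (horizontal axis) for the 28667 tested transcripts, with the 708 higher and 735 lower calls in colour. Calls lie mostly among abundant transcripts. The points on sloping lines at the left are transcripts with no counts in a whole group, whose fitted fold changes depend on the prior count.

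The transcripts named here are those with the most extreme fitted changes in each direction under the rule given with the methods. Their genes are not named because the files do not pair transcripts with genes, and each shares some reads with other transcripts, so its share of a gene's counts is uncertain.

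ENSDART00000109283.3, of 678 bases, had the largest rise. It was at 63.5 ± 10.96 CPM in xantho-leucophores (SD, n = 5), with 14168 counts in all. In xanthophores it had 3 counts, all in replicate 3. The ratio of the CPM of pooled counts was 5672, with a 95% Clopper-Pearson counting interval of 1940 to 27507. In edgeR's quasi-likelihood test the adjusted p was 3.03e-06, and all 5 xantho-leucophore libraries were above all 5 xanthophore libraries. The call was kept in each of 27 other settings, with adjusted p from 4.28e-47 to 0.00176. With fragment length as a covariate the fitted log2 fold change was 11.63, against 12.25 without it, and the adjusted p was 0.000465.

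ENSDART00000148454.3, of 2133 bases, was at 10.2 ± 8.88 CPM in xantho-leucophores (SD, n = 5), and its values ran from 0.357 to 24.4 CPM. It rounded to 0 counts in the 5 xanthophore libraries. With the floor of 3 counts for that group, the ratio of the CPM of pooled counts was 682. This ratio is of group totals and is no lower bound for single libraries, since xantho-leucophore replicate 1 was at 0.357 CPM. The adjusted p in edgeR's quasi-likelihood test was 0.00629. The call was lost in 3 of 26 other settings. Its adjusted p ranged from 1.20e-14 to 0.116 over them, the highest with fragment length as a covariate. After thinning to the smallest library this transcript did not pass the low-count filter, so that setting is not among the 26.

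ENSDART00000033386.7, of 1629 bases, was at 13.8 ± 8.91 CPM in xanthophores and 0.726 ± 0.899 CPM in xantho-leucophores (SD, n = 5 each). The log2 fold change was -4.13 (SE 1.06), with an adjusted p of 0.0492 in edgeR's quasi-likelihood test. This call lies close to the threshold. It was lost in 14 of 27 other settings, including 7 of the 10 fits that each left out a library, and its adjusted p ranged from 0.000131 to 0.733 over those settings. Without xanthophore replicate 1, for example, the log2 fold change was -3.82 and the adjusted p 0.129.

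ENSDART00000138007.3, of 3287 bases, was at 12.4 ± 2.51 CPM in xanthophores and 0.791 ± 0.501 CPM in xantho-leucophores (SD, n = 5 each). The log2 fold change was -3.90 (SE 0.54), with an adjusted p of 0.00102 in edgeR's quasi-likelihood test. It was lost in 1 of 27 other settings, with fragment length as a covariate (log2 fold change -3.31, adjusted p 0.0842), and the lowest adjusted p over those settings was 6.14e-17.

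**Figure D4:**
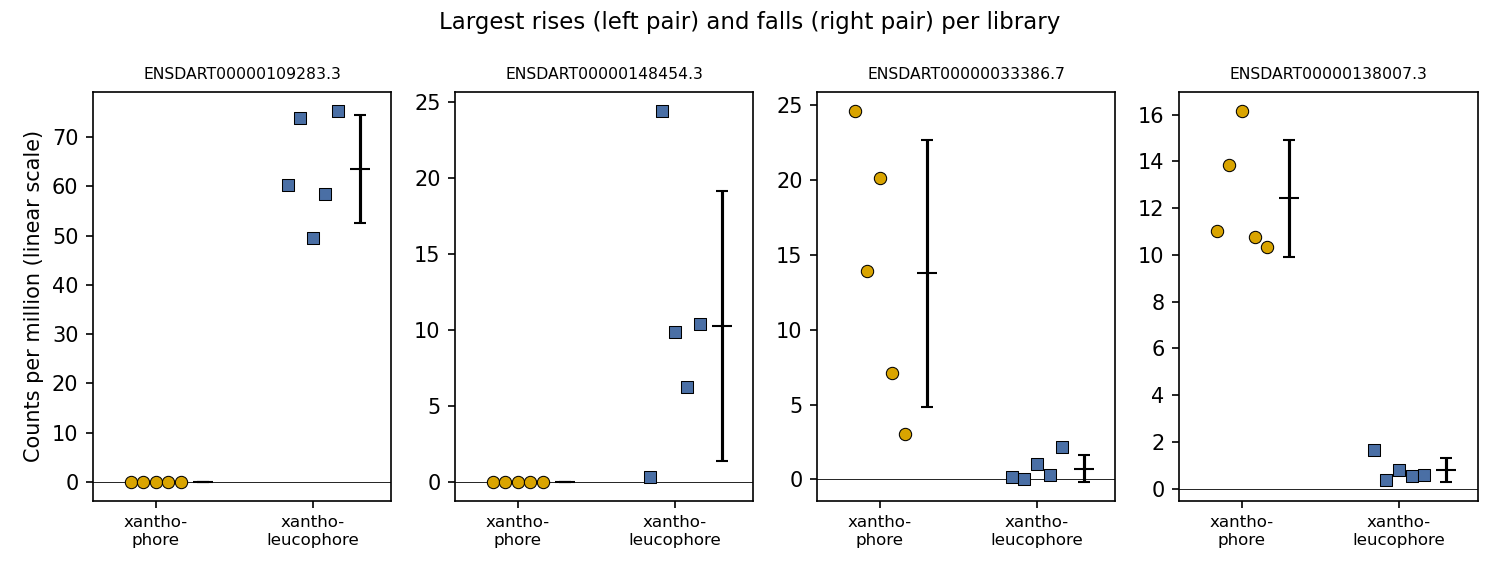
CPM on a linear scale in each library for the named transcripts, with the mean ± SD of each group of 5 libraries. The left pair was higher and the right pair lower in xantho-leucophores, and in each panel the libraries of the groups do not overlap.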

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

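The tests of xanthophore replicate 5 for depth, mixing and molecule number were set out before their results were seen. The bootstrap interval, the comparison of replicate 5 with the left-out positions of the other 4 libraries, both tests of xantho-leucophore replicate 2 and the test of the counts in xanthophore replicate 3 were chosen after the values they concern were seen. Across 19 groups of values, 6 held a library whose gap to its nearest neighbour exceeded 0.71 of the group's range, where chance gives about 0.95.

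Xanthophore replicate 5 stood apart from the other 4 xanthophore libraries on several measures. It had 22159 transcripts at 1 CPM or more. Its mean correlation with its own group across transcripts was 0.712, and its correlations with replicates 1 to 4 ran from 0.704 to 0.720, against 0.791 to 0.821 among those 4. Among transcripts at 1 to 20 CPM in the other xanthophore libraries, 18.3% were at 0 in it.

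Depth alone is argued against for this library. After all libraries were thinned to the smallest total, its mean correlation with its group was 0.752, and those of the others ran from 0.817 to 0.831. Mixing with xantho-leucophore cells, or a wrong label, is also argued against. On the axis of transcripts called without it, with the other xanthophore libraries at 0 and the xantho-leucophore libraries at 1, it lay at -0.0148. The other 4, each left out in turn in the same way, lay from 0.0172 to 0.0761, so replicate 5 was beyond them on the side away from the xantho-leucophore libraries.

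A small number of sampled molecules in xanthophore replicate 5 may explain its zeros and its distance, and it stays open. The prediction was that its deviation from the group would shrink, among the most abundant 1% of transcripts, into the range of the other 4. It did not: the deviation was 1.199 times the largest of theirs, compared with 1.48 times over all tested transcripts and 1.56 times in the top 10%. The bootstrap interval over the 287 transcripts of that class ran from 0.963 to 1.51, so the remaining excess is not separated from 1. By the prediction alone a small number of molecules had been judged excluded, and the interval, chosen afterwards, left it open. No biological explanation was tested, since the labels give replicate 5 nothing of its own.

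Xantho-leucophore replicate 2 had a total of 7735704 estimated counts and a fragment length of 235.05 bases, each far from the other 4 libraries of its group. A wrong label or a mixture with xanthophore cells is argued against, because on the axis of transcripts called without it this library lay at 0.899, and the other xantho-leucophore libraries, each left out in turn, lay between 0.815 and 0.865. Unequal loading or preparation of this library could give both the total of 7735704 and the longer fragments. It stays open, because the labels record neither, and no biological explanation was tested.

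ENSDART00000109283.3 was at 0.0557 CPM in xanthophore replicate 3 and at 0 in the other xanthophore libraries. That value is 3 counts. If 3 counts were spread over the xanthophore libraries by their totals, the probability that all fell in 1 library would be 0.0420. Counting noise stays open, because reads are not independent molecules and the transcript is near the floor in this group. No biological explanation was tested.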

How the results depend on the processing

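Corrections for length, the fragment length covariate, whole-number counts, thinning, removal of the most abundant transcript and voom weights per group were chosen after seeing the data. The other alternatives were fixed before the data were examined. Each of the 1443 called transcripts that was tested in another setting had the same sign there.

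The main count of 1443 calls became 1462 with median-of-ratios factors, 1467 with upper-quartile factors, 1285 without a low-count filter, 1670 at a mean of at least 5 CPM and 1437 with the effective length offset. DESeq2 gave 2693 calls, of which 1658 were at least 2-fold (2895 transcripts had no adjusted p), where edgeR gave 969. Calls of at least 2-fold numbered 1509 with voom weights per library, 1514 with voom weights per group and 1541 with limma on log2(TPM + 1). The cause of these larger counts was not tested. Limma called 739 higher and 1305 lower on log2(TPM + 1), and 678 higher and 1106 lower on log2(TPM + 0.1), against 708 higher and 735 lower in the main test. The median log2 fold change of all tested transcripts was -0.15 and -0.27 on these TPM scales and -0.04 in the main test.

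Restriction to the 4064 transcripts with whole-number counts gave 352 calls, 236 of at least 2-fold, from fewer transcripts tested. Of the 312 main calls in that class, 303 were kept. The fragment length covariate gave 503 calls (310 higher, 193 lower), 418 of at least 2-fold, and 452 of the 1443 were kept. This covariate inflates the variance of the group effect 2.88 times. Thinning gave 1500 calls, and removal of the most abundant transcript gave 1443. The length correction gave 1438 calls. A first form of it, not centred per library, also shifted the scaling of the libraries and gave 1415 calls, 936 higher and 479 lower, with a median of 0.16; it was replaced after this was seen.

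No pairing of the samples by replicate number was seen, but a pairing is not excluded. The correlations were taken over all tested transcripts, of which the scarce ones varied most between libraries. Deviations of same-numbered libraries from their group means correlated at 0.02, -0.06, -0.01, 0.00340 and -0.03, and those of differently numbered ones from -0.05 to 0.06. With the replicate block there were 798 calls, 580 of at least 2-fold. With the replicate block and the length correction there were 776, and 567 of at least 2-fold.

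Across the 10 fits that each left out a library, there were from 1082 to 1521 calls and from 771 to 1054 of at least 2-fold. Of the 1443 calls, 958 were made in all 10. The pseudo-F ran from 2.002 to 2.65, each past its threshold. The difference in detected transcripts ran from -2013 to -1160, past the threshold without xanthophore replicate 5 (-2013) and without xantho-leucophore replicate 1 (-1788). At 0.1 CPM it was -3547; the cause was not tested. The difference in fragment length ran from 17.2 to 23.3 bases. Named transcripts kept their call in 89 of 107 combinations with other settings and fell short in 18, 14 of them for ENSDART00000033386.7.

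The gene-level sums, gene lists, aox5 level and both settings with GC correction were not run, because transcripts were not paired with genes or sequences. Few calls were made among scarce transcripts, and whether depth limits them was not tested.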

Other observations

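The tests of the larger spread among xantho-leucophore libraries were set out before their results were seen, except the exact permutation of each ratio. That permutation was added after the ratios were known and replaced fixed limits on them. By the fixed limits explanations of the spread had been judged excluded, and the replacement left them open. The other tests in this part were chosen after the result was seen.

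The division by cell type gave far more calls than the other drawn splits. In 100 drawn splits of the 10 libraries, out of 126 distinct ones, only 1, the real split, gave as many as 1443 calls, and only 1, again the real one, gave as many as 969 calls of at least 2-fold. Another split gave at most 1 call, and 95 of the other 99 gave 0 calls. Each other split mixed the groups, so any difference between them added to the spread within its parts and made calls less likely. The real split also divides the libraries by fragment length, so this comparison cannot tell cell type from library preparation.

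Several technical sources for the 1443 calls are argued against as a whole cause. After thinning to the smallest library, 1338 were kept in the same direction, which argues against unequal depth. After removal of a trend on transcript length from each library, 1372 were kept. Calls went both ways in each of 5 classes of transcript length. Reads shared between transcripts stay open. For the 312 calls with whole-number counts in all libraries, an assignment of shared reads in full to 1 transcript would also give whole numbers. For the other 1131 calls, shared reads and a change of the transcript cannot be told apart, because transcripts were not paired with genes.

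Library preparation stays open as a source of the 1443 calls. With fragment length as a covariate, 452 of them were kept in the same direction, and the remaining calls were not kept. For those 452, a steady trend on fragment length is argued against as the whole cause. The covariate does not cover other differences in preparation. If the groups were prepared separately, their fragment lengths could differ as they do, by 21.4 bases with ranges apart, and preparation and cell type cannot be told apart in this design. A difference between the cell types themselves remains an open explanation as well.

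Xantho-leucophore libraries varied more than xanthophore libraries, but not beyond chance with all 10 libraries. The mean SD of log2 CPM was 1.54 among xantho-leucophores and 1.14 among xanthophores, a ratio of 1.35 (exact two-sided permutation p = 0.0873, adjusted p = 0.116, n = 5 each). The ratio was 1.68 without xanthophore replicate 5, and 1.48 without both that library and xantho-leucophore replicate 2. Neither of these values was tested by permutation. No explanation of the ratio between the groups could be excluded. The permutations test only whether the groups differ in spread, and the ratio of 1.35 did not itself pass the threshold. They do not measure how much of it an explanation removes. The ratio was 1.19 without xantho-leucophore replicate 2 (exact permutation p = 0.302) and 1.32 after thinning (exact permutation p = 0.119). For transcripts with whole-number counts the ratio was 1.38 (exact permutation p = 0.127). Its median over 5 abundance classes, which was not itself tested, was 1.36 for these transcripts and 1.36 for the others. In the most abundant 1% of transcripts it was 1.15 (exact permutation p = 0.556), and 1.07 after thinning. The ratio of 1.15 ran from 0.877 without xantho-leucophore replicate 2 to 1.36 without xanthophore replicate 5. Fewer sampled molecules in the xantho-leucophore libraries may contribute, and this cannot be told apart from the shallow library, depth or shared reads with these samples.

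The share of transcripts at 0, among those at 1 to 20 CPM in the rest of the group, was 8.86% ± 5.37 in xanthophores and 16.4% ± 6.02 in xantho-leucophores (SD, n = 5 each). The difference of 7.52 percentage points did not pass the threshold (exact two-sided permutation p = 0.0714, adjusted p = 0.114). It ran from 5.05 to 9.88 points when each library was left out in turn. It was 5.05 points without xantho-leucophore replicate 2, the shallow library (exact permutation p = 0.143), 9.88 points without xanthophore replicate 5 (exact permutation p = 0.0159) and 8.86 points without xantho-leucophore replicate 1 (exact permutation p = 0.0476).

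Transcripts at 0 in all libraries of a group and at 10 or more counts in all libraries of the other numbered 42, of which 8 were at 0 in xanthophores and 34 at 0 in xantho-leucophores. All 42 were called. Among the other splits of the 10 libraries, 1 gave more such transcripts, up to 44 (exact one-sided permutation p = 0.0159, adjusted p = 0.0423). The count depends on which libraries must meet the criterion, and it can only rise when fewer are required. It was 101 without xanthophore replicate 5, and from 52 to 101 over the 10 counts that each left out a library. Without both xanthophore replicate 5 and xantho-leucophore replicate 2 it was 141, with 17 at 0 in xanthophores and 124 at 0 in xantho-leucophores, and at most 54 in another of the 35 splits of these 8 libraries (exact one-sided permutation p = 0.0286, the smallest possible). The imbalance between the directions was not tested.

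Under the length correction, 1372 calls were kept, and under the fragment length covariate 452 were. These settings differ in kind, because the covariate is shared by all transcripts of a library and overlaps with cell type, so a call lost under it may reflect lost precision as well as library preparation.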
